A study of Drosophila melanogaster with 29 samples.

How the data were processed

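The series holds 29 samples in 9 groups, all from photoreceptor nuclei of *Drosophila melanogaster*. The nuclei carried green fluorescent protein fused to the KASH domain of Msp300, which sits in the outer nuclear membrane. The fusion was driven by rh1-GAL4, a driver built on the promoter of the rhodopsin gene *ninaE*, and nuclei were isolated through this tag. Values were analysed here for the 3 nuclear RNA-seq libraries, from male flies aged 10 days. The 26 samples of chromatin assays, which were histone ChIP-seq with its input DNA, CUT&Tag and ATAC-seq, were not analysed here.

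The authors deposited one table of log2 values for 7602 genes with FlyBase identifiers. Each column name matched the description of one library in the labels, and 0 columns of sample values were left without a sample. The name the authors gave the table states that counts were normalized with DESeq2. The labels and the table's header do not state the aligner, the counting program, the genome build, the annotation release, the strandedness of counting or the filter that chose the genes. The log base and the added 1 were read from the values, since raising 2 to each value and subtracting 1 gave whole multiples of one step per library for 100% of the values. That step is what 1 read was worth after normalization, and its inverse is the size factor, the divisor that puts libraries on one scale. Reads were recovered by dividing by the step, within a tolerance of 0.001. A normalized count below is this linear value, a read count divided by the size factor of its library.

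Recovered reads summed to 3781302, 3051440 and 3769863 in replicates 1, 2 and 3. One read was worth 1.29, 1.49 and 1.32 normalized counts. At these depths 6607, 6427 and 6525 genes had at least 10 reads. Reads can include PCR copies, so confidence intervals and chi-square tests cover counting error only. Normalized counts were not divided by gene length, so levels compared between genes include the effect of length. Counting per gene assigns reads of near-identical copies, overlapping genes and antisense genes in a way the table does not record, so values of such genes, among them the *Hsp70* copies, are uncertain.

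Gene symbols came from a table of FlyBase identifiers, which matched 7553 genes, and 49 kept their identifier. The annotation of the Release 6 plus ISO1 MT assembly served for older symbols and for the order of genes along chromosomes. That order came from its chromosome names and start positions. No other use was made of its coordinates, because the build behind the values was not stated. For the same reason the division by gene length was not run. The planned comparison of X-linked with autosomal genes was not run either, although the annotation names the chromosome of a gene.

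The labels give 1 group of RNA libraries and no RNA control, so no test between groups was possible. The following were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Agreement between libraries was Pearson's r on log2(normalized count + 1) and Spearman's rho across genes. Spread beyond counting error was tested for each gene with a mean normalized count of at least 10, by a chi-square test of its recovered reads against the size factors, with Benjamini-Hochberg adjustment and a threshold of 0.05. This test compares the 3 libraries with each other. The design fixed beforehand had provided for a dispersion fit on counts as another measure. The deposited unit was log2, and that fit was not run on the reads recovered from it.

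Gene lists were fixed before the data were examined: 16 lists with 158 genes, of which 126 had a row. They were named phototransduction, photoreceptor identity, other rhodopsins, R7 and R8 fate, pan-neuronal, glia, other neurons, cone and pigment cells, muscle, fat body and blood cells, germline, clock, heat shock, sex, housekeeping and transgene linked. No gene was on more than 1 list, 2 genes were matched by an older symbol, and 2 symbols, *Trh* and *nos*, were ambiguous and not looked up. For the 12 lists with at least 5 genes in the table, the median log2 level minus the median of all genes in the table was compared with 10000 random lists of the same size, which gives a two-sided permutation p of at least 0.0002, adjusted over the 12 lists. *ninaE* was compared with the other rhodopsin genes within each library by an exact sign-flip permutation test, whose smallest two-sided p with 3 libraries is 0.25. The genes named are those of the lists, the 10 genes with the highest mean, and the 10 genes whose chi-square statistic was largest relative to their mean count. Any other gene was chosen after its values were seen.

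The chi-square test was checked on simulated libraries with the means and size factors of the data. With no gene changed it called 0 of 6903 genes. With 200 of the 6903 genes raised 3-fold in 1 library it recovered 193, or 96.5%, with 7 false calls. All 22806 simulated read counts were recovered from log2 values.

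Alternatives were other pseudocounts, other minimum means, scaling to equal totals, a trimmed mean of log ratios (30% of ratios and 5% of levels trimmed), a stricter threshold, missing list genes set at 0 and leaving out each library in turn. One alternative was chosen after seeing the data, which set missing list genes at 0 but left out ambiguous symbols. Figures were drawn with matplotlib 3.10.9.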

Results

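Nuclear RNA from GFP-tagged photoreceptor nuclei of 10-day-old male flies was sequenced in 3 replicate libraries. The libraries held 3781302, 3051440 and 3769863 reads assigned to genes in the table. A value above 0 in all 3 libraries was found for 7543 of the 7602 genes, and 2 genes were at 0 in all 3. A mean normalized count of at least 10 was reached by 6903 genes. Asking instead for a value of at least 10 in all 3 libraries left 6445 genes.

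To see how far the replicates resembled each other, log2 normalized counts were compared across all genes in the table. Pearson's r was 0.981 between replicates 1 and 2, 0.980 between replicates 1 and 3, and 0.975 between replicates 2 and 3. Spearman's rho for the same pairs was 0.978, 0.976 and 0.971. These correlations are across genes, which are not independent replicates, and carry no p-value. A pseudocount of 0.1 in place of 1 lowered the lowest r the most, to 0.965. The median absolute log2 ratio per gene was 0.19, 0.19 and 0.22 for the 3 pairs, over the 6903 genes with a mean of at least 10 only.

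The replicates were then tested for differences beyond counting error. The chi-square test called 674 of 6903 genes (9.76%) at a Benjamini-Hochberg adjusted p under 0.05, and 1442 had an unadjusted p under 0.05. Each pair of libraries differed by more than counting error, with 243 genes called between replicates 1 and 2, 343 between replicates 1 and 3, and 681 between replicates 2 and 3. The labels give 3 separate samples, and no pair agreed within counting error, so none were merged as one library. Leaving out replicate 3 gave the fewest calls, 243, and leaving out replicate 2 gave 342. The differences were mostly small: the median ratio of the highest to the lowest library among called genes was 1.28, and 97 called genes reached a ratio of 2. Under the authors' scaling, replicate 2 was the lowest library for 456 of the 674 called genes and replicate 3 the highest for 419. With libraries scaled to equal totals these counts were 168 and 209 of 674 called genes, and replicate 3 was the lowest for 401, so these counts depended on the scaling. Trimmed mean scaling gave 320 and 322 of 603. Among the 97 genes with a ratio of at least 2, replicate 3 was the lowest for 72, against 95 of 117 under equal totals and 77 of 101 under trimmed mean scaling.

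The share of genes called rose with read depth. It was 2.28% of 2857 genes with a mean of 10 to 50 normalized counts, 14.4% of 1332 genes with 200 to 1000, and 94.9% of 78 genes above 10000. The spread left after subtracting counting error, as a coefficient of variation, was 14.4% in the lowest of these classes and 7.34% in the highest. Of the listed genes, 122 were tested and 41 called over all genes tested, against 42 adjusted over the list alone. These included 15 phototransduction genes and 9 pan-neuronal genes, but 1 gene from the 5 lists of other cell types, whose levels and depth were lower.

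**Figure D1:**
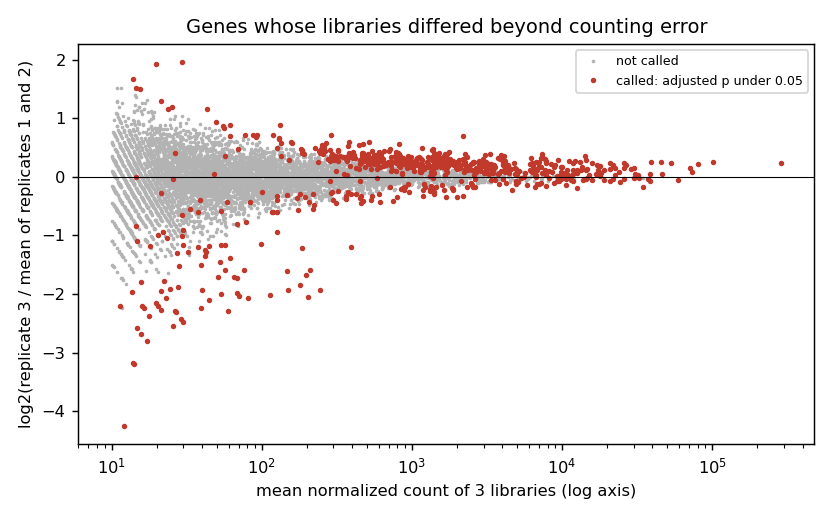
Each point is one of the 6903 genes with a mean of at least 10 normalized counts, placed by its mean over 3 libraries (log axis) and by the log2 ratio of replicate 3 to the mean of replicates 1 and 2, each plus 1. Red points are the 674 genes called by the chi-square test, which make up 94.9% of genes above 10000 normalized counts and 2.28% of genes from 10 to 50.

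The 10 genes with the largest chi-square statistic relative to their mean were all low, with means from 10.9 (*Est-Q*) to 29.5 (*CG3402*) normalized counts. Dividing by the mean favours low genes, so this ranking does not pick the genes with the largest statistic. *CG5612* was first, with 9, 19 and 1 reads in replicates 1, 2 and 3 (adjusted p 0.000951). *CG9692* had 13, 13 and 0 reads (adjusted p 0.0143), and *Tim17b1* 13, 16 and 1 (adjusted p 0.0124). *CG3402* went the other way, with 11, 10 and 45 reads (adjusted p 1.7e-06), as did *CG6813* with 8, 6 and 30 (adjusted p 0.000317). *CG12003*, *CG31913*, *CG8958* and *CG13841* were highest in replicate 2 and also passed the threshold. *Est-Q*, with 5, 14 and 4 reads, did not (adjusted p 0.0604).

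A few genes took much of the normalized counts. These were not divided by gene length, so shares and ranks include the effect of length. The 10 highest genes held 17.8% ± 0.88 (SD, n = 3) of normalized counts and the 100 highest 48.4% ± 0.75. *Ank2* (FBgn0261788), which encodes an ankyrin, was first with 287339 ± 31527 normalized counts (SD, n = 3), or 5.97% ± 0.40 of the total. *Sh* (FBgn0003380), a potassium channel gene, followed with 101003 ± 14070, and *mbl* (FBgn0265487) with 79914 ± 9090. The next were *rdgA* (FBgn0261549) at 72860 ± 4667, *norpA* (FBgn0262738) at 71061 ± 5907, *shot* (FBgn0013733) at 58913 ± 1172, and *unc-13* (FBgn0025726) at 53367 ± 5999. *Atpalpha* (FBgn0002921) at 46125 ± 2234, *Ggamma30A* (FBgn0267252) at 45290 ± 5870 and *cpx* (FBgn0041605) at 39066 ± 4727 completed the 10. The coefficient of variation of these genes ran from 1.99% (*shot*) to 13.9% (*Sh*). Adjacent ranks such as *rdgA* and *norpA* differed by less than the spread between replicates.

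The driver marks outer photoreceptors, so the levels of genes of the phototransduction cascade, the pathway that turns light into an electrical signal, were compared with those of all genes in the table. All 24 listed phototransduction genes had a row, all 24 lay above the table median, and 21 were among the top 10% of genes. Their median level was 7.21 above the table median on the log2 scale, and 7.20 ± 0.07 as the mean of single libraries (SD, n = 3). None of 10000 random lists of the same size reached this level (permutation p 0.0002, the smallest they can give; adjusted p 0.0008). The set held 8.89% ± 0.07 of normalized counts. The lowest member was *laza* at 85.8 and the highest *rdgA*. Comparing only genes with a mean of at least 10 moved the difference most, to 6.89. The table's genes were chosen by an unstated filter, so its median is not that of all genes of the genome.

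Genes of photoreceptor identity were 5.70 above the table median (11 of 11 genes with a row above it) and pan-neuronal genes 7.29 above it (10 of 10). The permutation p was 0.0002 for each, the smallest possible, and the adjusted p 0.0008. Photoreceptor identity genes held 1.29% ± 0.07 of normalized counts and pan-neuronal genes 3.72% ± 0.14 (SD, n = 3). The phototransduction median exceeded that of photoreceptor identity by 1.52 ± 0.04 and differed from the pan-neuronal one by −0.06 ± 0.05.

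Genes of cells that the driver does not mark were measured in the same way. Relative to the table median, glial genes stood at −0.73 (9 of 10 with a row; adjusted p 0.713), cone and pigment cell genes at −0.61 (6 of 6; adjusted p 0.806), and fat body and blood cell genes at −0.12 (8 of 12; adjusted p 0.869). Genes of other neurons stood at 0.45 (9 of 11 looked up; adjusted p 0.869) and muscle genes at 0.29 (8 of 11; adjusted p 0.869). Muscle genes changed direction, to −0.89, when list genes without a row were set at 0. The list of other neurons did so, at −0.23, only if *Trh*, whose symbol was ambiguous, was also set at 0, and stood at 0.15 without it. By permutation against random lists, these 5 lists could not be told from random genes of the table. Their shares of normalized counts were 0.0113% ± 0.0012 for glia, 0.0164% ± 0.0007 for other neurons, 0.00965% ± 0.00072 for cone and pigment cells, 0.0247% ± 0.0011 for muscle and 0.0103% ± 0.0003 for fat body and blood cells (SD, n = 3). Per library, the phototransduction median lay above the medians of these 5 lists by 6.77 ± 0.12 (other neurons) to 7.98 ± 0.22 (glia). Of the 14 listed germline genes, *nos* was ambiguous and not looked up. The other 13 had no row, and with the filter unstated this sets no limit on their level.

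**Figure D2:**
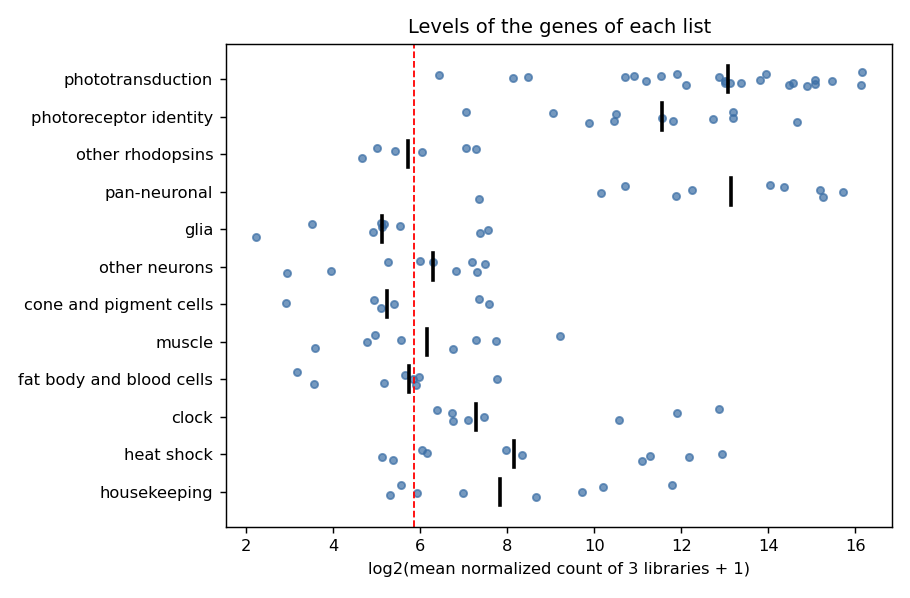
Points are listed genes by log2 of their mean normalized count over 3 libraries plus 1, black bars are list medians, and the dashed red line is the median of all 7602 genes. The phototransduction, photoreceptor identity and pan-neuronal medians lie 7.21, 5.70 and 7.29 above the line, and the glial median 0.73 below it (−0.73).

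Outer photoreceptors express *ninaE*, the Rh1 rhodopsin gene, and the remaining rhodopsin genes mark other photoreceptor classes or ocelli. *ninaE* (FBgn0002940) had 24431, 19410 and 22660 reads in replicates 1, 2 and 3, or 30124 ± 1225 normalized counts (SD, n = 3). The 6 other rhodopsin genes together had 342, 311 and 331 reads. The log2 ratio of *ninaE* to their sum was 6.07 ± 0.10, a ratio of 67.4 ± 4.6, above 0 in 3 of 3 libraries (exact sign-flip permutation p 0.25, the smallest that 3 libraries allow). Leaving out replicate 2 moved it most, to 6.12. Among single genes the log2 ratio was lowest for *Rh4*, 7.61 ± 0.23, then *Rh3*, 7.83 ± 0.09, and highest for *Rh7*, 10.28 ± 0.41. *Rh3* and *Rh4* had 131.6 ± 9.4 and 153.9 ± 18.6 normalized counts and could not be ranked against the spread between replicates. *Rh5*, with 16, 26 and 26 reads, and *Rh7*, with 25, 11 and 18, were the lowest, and their ratios carried the widest errors. Of the 3 listed genes of R7 and R8 fate, *pros* had 887 ± 91 normalized counts and *ss* 14.7 ± 5.0 (SD, n = 3), and *sens* had no row. By mean level, *pros* lay at percentile 89.5 and *ss* at percentile 16.4 of the genes in the table.

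**Figure D3:**
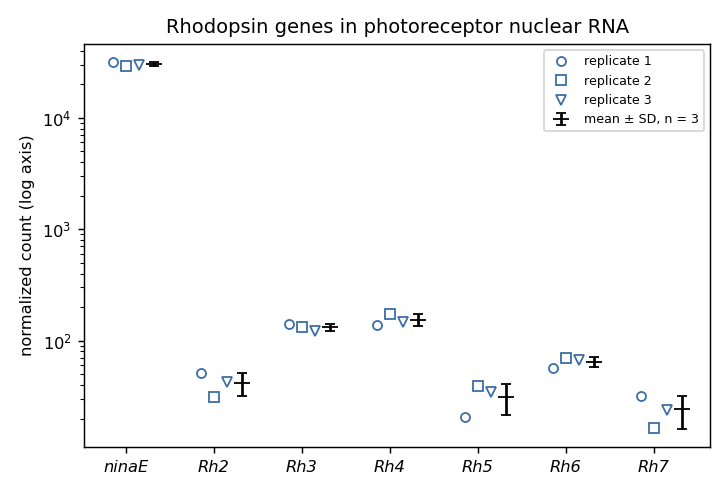
Normalized counts (log axis) of the 7 rhodopsin genes in each of 3 libraries, with the mean ± SD beside the points. *ninaE* lies at 30124, and the other 6 genes between 24.1 (*Rh7*) and 153.9 (*Rh4*).

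Clock genes stood 1.43 above the table median (adjusted permutation p 0.451), housekeeping genes 1.97 (0.25) and other rhodopsins −0.13 (0.869), none of which passed the threshold. Heat shock genes stood 2.29 above it with a permutation p of 0.0384, and did not pass after adjustment (0.115). Setting the 4 heat shock genes without a row at 0 brought this to 0.25. *Hsp70Bb* and *Hsp70Ab* had 7832 ± 1491 and 2180 ± 779 normalized counts, against 33.8 ± 5.6 for *Hsp70Bc*, near-identical copies whose reads the counting could have divided between them. Among the sex genes *Sxl* had 4122 ± 568, *mle* 619 ± 15, *msl-2* 145 ± 18 and *mof* 54.3 ± 9.2 normalized counts (SD, n = 3), and the roX RNAs had no row.

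*Msp300*, the gene whose KASH domain is part of the transgene, had 32784 ± 782 normalized counts, and reads of the transgene were not separable from those of the gene at this level. *w*, the marker carried by the UAS transgene, had 6630 ± 441. *ry*, the marker carried by the driver, had 229, 309 and 88.6 normalized counts in replicates 1, 2 and 3, a difference beyond counting error (adjusted p 9.08e-18).

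RNA of the 12 mitochondrially encoded genes with a row took 0.0824% of reads in replicate 1 (Wilson 95% interval 0.0796 to 0.0854), 0.0896% in replicate 2 (0.0863 to 0.0931) and 0.111% in replicate 3 (0.107 to 0.114). The 79 ribosomal protein genes took 0.148%, 0.165% and 0.139% of reads. The interval of replicate 3 did not overlap the others for the mitochondrial class, and the 3 intervals of the ribosomal protein class, of which the lowest reached 0.142% and the highest began at 0.161%, did not overlap either.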

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

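The levels of the phototransduction, photoreceptor identity and pan-neuronal lists kept their direction and stayed past the threshold under every pseudocount, minimum mean and left-out library tried, with differences from the table median of 6.89 to 7.25, 5.39 to 5.72 and 6.97 to 7.34. Each had a permutation p of 0.0002 throughout, the smallest possible. The log2 ratio of *ninaE* to the other rhodopsins ran from 6.03 to 6.12, and the share of the 10 highest genes from 17.37% to 18.25%.

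The number of genes with spread beyond counting error fell from 674 to 448 at an adjusted p under 0.01, and ran from 243 to 681 across the 3 settings that each left out one replicate, where fewer libraries were compared. The 243 came without replicate 3 and the 342 without replicate 2. With 3 libraries, leaving 1 out leaves a pair already compared above, so these 3 settings are not a separate check. A minimum mean of 1 gave 667 calls and a minimum mean of 50 gave 692. Equal totals gave 674 and trimmed mean scaling 603, but the called genes with replicate 2 lowest went from 456 to 168 and 320. The lowest Pearson's r between libraries was 0.975, with 0.965 at pseudocount 0.1, 0.987 at pseudocount 10 and 0.979 for genes with a mean of at least 10; it ran from 0.975 to 0.981 with one replicate left out. Low counts weigh more at a small pseudocount by its construction.

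The lists of other cell types depended in part on how genes were chosen. The muscle list went from 0.29 to −0.020 among genes with a mean of at least 10 and to −0.89 with genes lacking a row at 0. The latter setting took the list of other neurons from 0.45 to −0.23, but it also put at 0 the ambiguous *Trh*, which was not looked up. Without that gene, an alternative chosen after seeing the data, the list stood at 0.15. It also took the fat body and blood cell list from −0.12 to −1.48 (permutation p 0.0286 before adjustment, range over its alternatives 0.0286 to 0.900). Setting genes at 0 lowers a list by construction. At a mean of at least 10 the muscle list kept its 8 genes and the median they were compared with rose, as for the clock list, which kept its 8 genes and went from 1.43 to 1.11. Among other results with a main value in the report, heat shock genes no longer passed an unadjusted threshold under 2 settings. The ratios of *ninaE* to *Rh3* and *Rh7* moved at pseudocount 10. The lowest Spearman's rho, 0.971, was 0.976 without replicate 2 and 0.978 without replicate 3.

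Depth limits the low genes: with 1 read worth 1.29 to 1.49 normalized counts, single rhodopsins such as *Rh7* rest on 11 to 25 reads. Not run were the comparison of X-linked and autosomal genes, division by gene length and the dispersion fit on counts. No paired analysis was possible because the table holds values of 1 group only.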

Other observations

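All tests in this part but one were chosen after the result was seen. The exception is the test of equal read ratios among the genes low in replicate 3, which was written down before it was run, although it was already known that most of these genes were higher in replicate 2 than in replicate 1. Differences in the cell types and the cytoplasmic RNA that a library held were examined. No other biological explanation was tested, since the design names 1 group of RNA libraries.

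Genes called by the chi-square test with a ratio of at least 2 were lowest in replicate 3 for 72 of 97. With a stricter definition, also set afterwards, 55 called genes were at most 0.5 times as high in replicate 3 as in each other library. The same definition found 2 genes for replicate 1 and 6 for replicate 2. Genes at least 2 times as high in one library as in both others numbered 3, 16 and 7 for replicates 1, 2 and 3. The median log2 ratio of replicate 3 to the mean of the others in the set was −2.04, computed with values at a floor of 3 reads. The 55 genes had 2810, 3367 and 920 reads in all. They include *ry*, *bab1*, *Hsp70Ba*, *sowi*, *h-cup* and *s-cup*, chosen for naming after their values were seen.

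The 55 genes had been called by a test against counting error, so a simulation of it could only check that call. The tables argue against counting error, since 100 sets of libraries simulated with counting error alone gave at most 1 such gene. They also argue against scaling of the libraries: 54 of the 55 genes met the criteria again under equal totals, and the same number under trimmed mean scaling, with medians of −2.13 and −2.06. Fewer cells of the 5 listed types, glia, other neurons, cone and pigment cells, muscle, and fat body and blood, would lower their genes alike. The lowest of the 5 log2 ratios of summed values was −0.14, for glia, and 0 of the 40 listed genes with a row met the criteria of the set. The most abundant member of each list was *Mlp84B* (muscle) at 595, *Hml* (fat body and blood) at 217, *ct* (cone and pigment cells) at 190, *Gs2* (glia) at 187 and *VGlut* (other neurons) at 178 normalized counts. Of the 40 genes, 17 lay above the table median, so photoreceptors may express some of them as well, which would hide a small loss.

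One shared source of RNA whose share differs between libraries is a candidate explanation that stays open. It would give all 55 genes one ratio of replicate 2 to replicate 1. The set was not selected on this ratio directly. Its cut on replicate 3 against each other library still drops some genes with unequal ratios, such as *CG12003* with 8, 21 and 4 reads. The read ratios differed by no more than counting error (chi-square 50.6 on 54 degrees of freedom, p 0.605). Of 1000 random sets matched on level, but not on that cut, 31.4% gave a p under 0.05. A simulated scatter of 0.3 (log2 SD) between genes was found in 97.4% of sets. Part of the evenness may come from the cut, so the chi-square p of 0.605 cannot decide for one shared source. The shared ratio was 0.48 on the log2 scale, against −0.18 to 0.20 in 10000 random sets (permutation p 0.0002, the smallest they can give), and 52 of 55 genes were higher in replicate 2 than in replicate 1. It was 0.57 under equal totals and 0.51 under trimmed mean scaling. What the source was is not known. Flies were frozen and heads broken off, so tissue outside the photoreceptors is one possibility. The germline list cannot test for fewer germline cells in replicate 3, because 0 of the 13 germline genes looked up had a row. Whether genes of the set are themselves germline genes was not examined, so this source stays open. A genetic difference between the flies behind the libraries was not tested.

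The set contained 7 pairs of genes next to each other in the gene order of the table, against a median of 0 and at most 4 in 10000 random sets matched on level (permutation p 0.0001, the smallest they can give). This argues against changes independent between genes. The 6 runs were *Cyp4ac1* to *Cyp4ac3*, *sowi* and *CG15177*, *CG17109* and *CG6733*, *CG4582* and *ymp*, *Nepl17* and *Nepl18*, and *CG10962* and *CG12662*. A difference spanning whole regions is argued against for most of the set. The 101 tested genes next to a gene of the set, counted whether or not they belonged to it, had a median log2 ratio of −0.034, and 18 of them, 13 of these in the set, were at −1 or below. For the 6 runs themselves it stays open. Several runs belong to gene families, and reads shared between their copies, or tissue-specific families lying in clusters, may add to the count. Neither was tested, as no sequences were used here.

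Among 729 genes with a mean of at least 1000 normalized counts, 573 were lower in replicate 2 than the mean of the others, with a median log2 ratio of −0.09. The direction depends on the scaling. The median was −0.06 under trimmed mean scaling, where 495 were lower, and 0.02 under equal totals, where 320 were lower. Abundant genes themselves weigh heavily in equal totals, since the 100 highest held 48.4% of normalized counts. That scaling can thus hide a shift they share. Lists were therefore compared with random lists matched on level, under the authors' scaling. The pan-neuronal median lay −0.13 from that of its random lists (permutation p 0.0066, adjusted p 0.0099), and 10 of 10 genes were lower in replicate 2, or 8 of 10 under equal totals. The photoreceptor identity median lay 0.12 from that of its random lists (permutation p 0.0036, adjusted p 0.0099), with 5 of 11 genes lower, or 1 of 11 under equal totals. The phototransduction list did not differ from its random lists (−0.07 against −0.10; permutation p 0.3004). One trend with level for every gene therefore leaves part of the pattern unexplained, the smallest adjusted p of the 3 lists being 0.0099. The pan-neuronal departure may not belong to replicate 2 alone. In replicate 3 the median log2 ratio to the mean of replicates 1 and 2 was 0.22 for the pan-neuronal list. It was −0.05 for photoreceptor identity. Neither was compared with random lists there, and that mean includes replicate 2. Why these 2 lists departed from their level in replicate 2 stays open.

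The size factors behind the table, 0.777, 0.670 and 0.756, are all under 1. Their geometric mean is 0.733, while size factors computed from these 3 libraries alone had one of 1.00. This argues against size factors computed from these 3 libraries alone. They may have been set jointly with libraries not used here, which was not tested.

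RNA of the 12 mitochondrially encoded genes was higher in replicate 3, by 0.45 on the log2 scale against the mean of the others, and highest there for 12 of 12 genes. The difference was 0.37 under equal totals and 0.42 under trimmed mean scaling. More cytoplasmic RNA of all kinds in replicate 3 is argued against, since ribosomal protein genes stood at −0.091, and at −0.17 and −0.12 under the other scalings. A difference limited to mitochondria carried along with the nuclei stays open and was not tested.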
